A study of Homo sapiens with 28 samples. Its data were reported in "A Conserved BDNF, Glutamate- and GABA-Enriched Gene Module Related to Human Depression Identified by Coexpression Meta-Analysis and DNA Variant Genome-Wide Association Studies" (2014).

How the data were processed

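Total RNA from postmortem amygdala of 14 control and 14 MDD subjects had been hybridised to Affymetrix HG-U133 Plus 2.0 arrays. The deposited value table holds 1 intensity per probe set and array, on a linear scale and in whole numbers from 1 to 41470. Per the submitters' processing notes the authors used GCOS, RMA and GCRMA; the role, order and versions of these are not stated, nor whether the arrays were put on a common scale. The values were therefore used as deposited and transformed to log2, with a floor of 1 that no value fell below. No array pair was identical, and array medians ranged from 9 to 11. For arrays no depth is counted, and their number limits the precision.

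Probe sets were assigned to genes from the platform annotation: of 54675 probe sets, 41097 had 1 gene, 1801 had several and 11777 had none, and those of several or no genes were not used. Symbols of 41043 probe sets matched a current RefSeq gene table, used for names only, and 59 probe sets of some sex-linked genes were left out. Other sex-linked genes, such as MAOA, were kept. Each of 19740 genes was represented by its probe set of the largest interquartile range, the rule of the study. The 13500 genes of highest mean were tested (lowest mean log2 intensity 2.77), a number taken from the study's filter, and the 10000 of these with the highest SD were clustered.

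Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariate), with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. The sample labels call the samples matched pairs by number, which this main fit did not use. Before the data were examined, 30 gene lists and a rule for named genes were fixed. The rule names 27 genes chosen in advance, of which 26 were analysed; then, had genes passed, those of largest rise and fall; and, since fewer than 10 passed, the 10 higher and 10 lower genes of smallest unadjusted p. For each list, members were averaged per array after subtracting each gene's mean, and the group difference was tested by 100000 permutations of the arrays, two-sided and adjusted over the lists. The lists covered the coexpression module of 88 genes that the study relates to depression, called the BDNF module here; GABA synthesis, release and uptake; GABA receptors; interneuron peptides; ionotropic and metabotropic glutamate receptors; glutamatergic, general and striatal neuron markers; neurotrophins; immediate early genes; monoamine genes; the stress axis; markers of oligodendrocytes, their precursors, astrocytes, microglia, endothelium and pericytes, blood, and choroid plexus and ependyma; synaptic vesicle, inflammatory, interferon, hypoxia, heat shock, metallothionein, circadian, oxidative phosphorylation, ribosomal and proteasome genes. Camera of limma was run with an inter-gene correlation of 0.01 and with an estimated one.

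Coexpression of the BDNF module was the mean absolute Pearson r over its pairs, set against 10000 random gene sets matched on mean and SD in 20 by 20 bins, one-sided. The difference between groups was tested by 10000 permutations of the labels after centring each gene within its group. Penalized K-medoids clustering used 50 clusters with 25% of genes scattered, 1 minus absolute r as dissimilarity, and 10 random starts. The first start is the main result and the others are alternatives. In each of 3 rounds, 3000 trial swaps of medoids were added after clusters planted in simulated data were not recovered without them. RNA quality was the mean 3′ minus 5′ log2 signal of the ACTB and GAPDH control probe sets. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

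The fits were tested on simulated data. In 5 draws with 200 changed genes, limma recovered 60.8% of changes of 0.5 on the log2 scale, 93.2% of 1, 99.6% of 1.5 and 100% of 2, with a median of 1 and at most 32 false calls. Draws with fewer changed genes, where the adjusted threshold is harder to pass, were not simulated. These shares therefore do not give the recovery of a lone changed gene. The list test recovered 100% of shifts of 1. The largest list difference in the real data was 0.23, and shifts of that size were not simulated. Of simulated gene sets, 3 of 3 that shared a factor and 0 of 3 that did not were called, and 99.7% of a planted cluster was recovered.

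Alternatives were the sample number as a block; no filter and a filter on mean and SD; other choices of probe set; quantile normalization and median centring; array weights; trend and robust options; the first principal component or the 3′ minus 5′ signal as a covariate; and each sample number left out in turn. For lists and coexpression they also included other summaries, correlations and cluster settings. Fits without the 3 arrays of highest 3′ minus 5′ signal, and coexpression with that signal or the neuron marker score removed, were added after the data were seen. Raw scans, other cohorts and genetic association lists were not used here.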

Results

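Postmortem amygdala from 28 samples was profiled on Affymetrix arrays, 14 from control subjects and 14 from subjects with major depressive disorder (MDD). Their labels call them matched pairs by number, which the main comparisons did not use. Each array gave 54675 probe set intensities, with medians from 9 to 11 and 75th percentiles from 98 to 139. Between 48.7% and 52.6% of the probe sets of an array were at an intensity of 10 or below. Log2 values of 19740 named genes correlated between arrays at r from 0.973 to 0.997, and the first principal component of the genes tested held 33.0% of their variance. The number of arrays limits the precision. RNA quality was read from the 3′ minus 5′ signal of the ACTB and GAPDH control probe sets, which is larger in degraded RNA. It was 1.94 ± 0.34 (SD, n = 14) in control arrays and 1.90 ± 0.30 (SD, n = 14) in MDD arrays on the log2 scale (two-sided permutation p = 0.744). 3 arrays, 2 control and 1 MDD, stood apart at 2.52 or more, while the highest of the other 25 was at 2.25.

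The first comparison asked which genes differ between MDD and control amygdala. No gene passed the test, so the genes with the smallest unadjusted p are described by their values. They were picked by p in these same arrays, so their differences and array counts are not independent evidence of a change. ADCY7, an adenylyl cyclase, was at 6.21 ± 0.70 (SD, n = 14) in controls and 6.80 ± 0.31 in MDD, a difference of 0.59 (SE 0.20), and 14 of 14 MDD arrays lay above the control mean. IL33, an alarmin cytokine, differed by 0.50 (SE 0.18), with 13 of 14 MDD arrays above the control mean, and S100A13, a calcium-binding protein, by 0.37 (SE 0.14). HS3ST2, a heparan sulfate sulfotransferase, differed by -0.51 (SE 0.18), and ACKR1, an atypical chemokine receptor, went from 4.23 ± 0.91 (SD, n = 14) in controls to 3.53 ± 0.30 in MDD, each being below the control mean in 14 of 14 MDD arrays. The level of ACKR1 in MDD lies near that of an intensity of 10, so the size of its difference is uncertain. KCNQ3, a subunit of the M-current potassium channel, differed by -0.20 (SE 0.074).

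In limma, 0 genes passed an adjusted p of 0.05, and the smallest adjusted p was 1. At an unadjusted p under 0.05 there were 160 genes, 81 higher and 79 lower in MDD, which is 1.19% of those tested. The threshold alone gives an expected 675 where no gene differs, so this number is no evidence of differing genes. The smallest unadjusted p, 0.0015, belonged to FAM135A, at -0.33 (SE 0.094), and DPY19L3, a C-mannosyltransferase, followed among the higher genes at 0.23 (SE 0.072, p = 0.00307). The remaining named genes on the higher side were ID4, ZMYM1, SP4, HNRNPD-DT, APTR and TEF, with differences from 0.17 for ZMYM1 to 0.44 for ID4. ZMYM1, at 3.36 in controls and 3.53 in MDD, lies near an intensity of 10, so the size of its difference is uncertain. On the lower side were EFHD2, MYOM2, CLSTN2, STXBP5L, MORC2-AS1 and RHOBTB1, with differences from -0.50 for RHOBTB1 to -0.29 for EFHD2. With the probe set of highest mean in place of that of the largest interquartile range, the difference was 0.029 for FAM135A, -0.20 for CLSTN2, -0.0055 for STXBP5L and 0.27 for ID4. Without the arrays numbered 10, 275 genes had an unadjusted p under 0.05. With each array centred on its median, which added 0.021 to the difference of every gene, there were 125 higher and 38 lower. The number was 406 with array weights, 348 with the first principal component as a covariate and 318 with the sample number as a block. It was 114 among the 10000 genes left by a filter on mean and SD. In each of these settings 0 genes passed after adjustment.

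Among 25 tested genes fixed in advance for their place in the study or in the disorder, 13 were higher and 12 lower in MDD, and 1 had an unadjusted p under 0.05. That gene was GRM7, a presynaptic metabotropic glutamate receptor, at 8.08 ± 0.25 (SD, n = 14) in controls and 7.89 ± 0.19 in MDD, a difference of -0.19 (SE 0.085, p = 0.0365, adjusted p = 1), with 12 of 14 MDD arrays below the control mean. 0 of the 25 passed when adjusted over the list alone, where the smallest adjusted p was 0.913, and 0 passed over all genes tested. BDNF, a neurotrophin, differed by -0.17 (SE 0.19), and its receptor NTRK2 by 0.13 (SE 0.25). Of the inhibitory neuron peptides, SST differed by -0.071 (SE 0.38), NPY by -0.29 (SE 0.32), TAC1 by -0.28 (SE 0.25), CORT by 0.0076 (SE 0.088) and CRH, the corticotropin-releasing hormone, by -0.16 (SE 0.29). CALB1, a calcium buffer of interneurons, differed by 0.31 (SE 0.57), and RELN, an extracellular matrix glycoprotein, by -0.21 (SE 0.14). GABRA2, GABRA4 and GABBR2, subunits of GABA receptors, differed by 0.22 (SE 0.19), 0.015 (SE 0.12) and 0.0013 (SE 0.16). EPHA3 and EPHA5, ephrin receptors, differed by -0.10 and -0.0042, SLITRK3 and SLITRK5, synaptic adhesion proteins, by -0.034 and 0.010, the peptide GRP by 0.072 and the transcription factor EGR3 by 0.033. NR3C1, the glucocorticoid receptor, differed by 0.0028 (SE 0.15), and its cochaperone FKBP5 by 0.12 (SE 0.35). MBP of myelin differed by -0.31 (SE 0.19), the astrocyte glutamate transporter SLC1A2 by 0.40 (SE 0.40), the astrocyte filament GFAP by -0.033 (SE 0.25) and GAD1, which makes GABA, by 0.32 (SE 0.18). NTNG1 was not among the genes tested through the probe set used, at a mean log2 intensity of 2.50; its probe set of highest mean lay at 4.45, with a difference of -0.12. The probe sets used for GAD1 and GFAP had mean log2 intensities of 2.96 and 5.45, against 10.28 and 13.67 for their probe sets of highest mean, which gave differences of 0.10 and 0.067. With the probe sets of highest mean, GABRA2 differed by -0.053, GABBR2 by -0.060, NR3C1 by -0.044, EPHA5 by -0.14, MBP by -0.054, SLC1A2 by 0.071, FKBP5 by 0.0020, NTRK2 by 0.071 and CALB1 by 0.31. With quantile normalization GABBR2, SLITRK5 and NR3C1 were at -0.0034, -0.0020 and -0.0016.

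**Figure D1:**
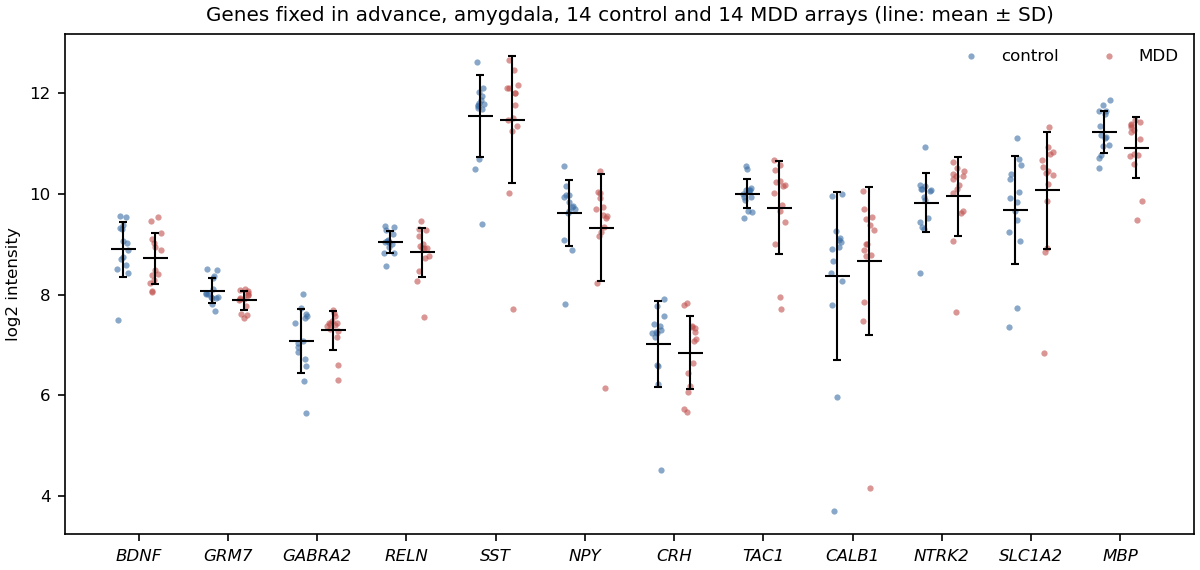
Log2 intensity (vertical axis) of 12 of the genes fixed in advance, in 14 control and 14 MDD arrays, with a point per array and lines for the mean ± SD. The points of the groups overlap for each gene shown, including GRM7, whose mean was 8.08 in controls and 7.89 in MDD.

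The second comparison asked whether groups of genes differ between MDD and control as a whole. The hypoxia response genes had a mean difference of -0.16 (SE 0.087), with 9 of 10 measured members lower in MDD, among them ADM, a vasodilator peptide (-0.64, SE 0.31), and VEGFA, a vascular growth factor (-0.31, SE 0.17). Markers of microglia differed by 0.23 (SE 0.29), of astrocytes by 0.19 (SE 0.15) and of oligodendrocyte precursors by 0.17 (SE 0.12), while those of mature oligodendrocytes differed by -0.10 (SE 0.12). Of the astrocyte markers 11 of 12 were higher, with the water channel AQP4 at 0.48 (SE 0.38), all 6 precursor markers were higher, with the proteoglycan VCAN at 0.44 (SE 0.20), and 14 of 16 oligodendrocyte markers were lower, with CNP at -0.18 (SE 0.13). With the probe sets of highest mean the difference was 0.10 for the astrocyte markers, 0.070 for the precursor markers and -0.17 for the hypoxia response genes. The hypoxia difference ran from -0.19 to -0.10 with each sample number left out, and was -0.089 by the median over members. None of these passed the test.

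By two-sided permutation tests of a list score per array, 0 of 30 lists passed and 0 had an unadjusted p under 0.05, and 15 had a higher and 15 a lower score in MDD. The smallest p was 0.0729 (hypoxia response genes, lower in 10 of 14 MDD arrays) and the smallest adjusted p was 0.959. Adjusted over the list alone, 0 members passed in any list, where the smallest adjusted p was 0.165, and 0 passed over all genes tested. The metabotropic glutamate receptors, GRM7 among them, differed by -0.063 (p = 0.0909), the ionotropic glutamate receptors by -0.0041 and the markers of glutamatergic neurons by -0.072, with NEUROD6, a transcription factor of these neurons, at -0.46 (SE 0.24). GABA receptors differed by 0.034, the genes of GABA synthesis, release and uptake by 0.022, and interneuron peptides and markers by -0.075. With each sample number left out these ranged from -0.0070 to 0.067, -0.017 to 0.10 and -0.14 to 0.054. With the probe sets of highest mean they were 0.0041, -0.020 and -0.089, and with the 3′ minus 5′ signal removed 0.013, -0.011 and -0.12. Without the 3 arrays of highest 3′ minus 5′ signal, GABA receptors were at -0.034. General neuron markers differed by -0.041, synaptic vesicle genes by -0.057, striatal neuron markers by -0.12 and neurotrophins and receptors by 0.0072. Monoamine receptors, transporters and enzymes differed by -0.013, with MAOA, which breaks down serotonin, at 0.20 (SE 0.11). Of the 31 measured members of this list, 16 were among the genes tested and 8 had no difference at all. With the 16 alone the list differed by -0.039, so the value near 0 is not a measured absence of change. Genes of the glucocorticoid and stress axis differed by -0.053, immediate early genes by -0.087, with NR4A2 at -0.81 (SE 0.47), and circadian clock genes by 0.10, with 11 of 13 members higher and the clock output factor TEF at 0.27 (SE 0.10). Endothelial and pericyte markers differed by 0.0094, blood markers by 0.12 and choroid plexus and ependyma markers by 0.068. Inflammatory genes differed by -0.025 (0.089 without the arrays numbered 5), interferon response genes by 0.027 and metallothioneins by 0.060. Heat shock genes differed by 0.062, but 9 of 14 MDD arrays lay below the control mean, and without the arrays numbered 12 the difference was -0.077. Oxidative phosphorylation genes differed by 0.011, ribosomal protein genes by 0.016 and proteasome subunit genes by -0.022. The mean and the median of the differences of single members had other signs for the ionotropic glutamate receptors (median 0.0087) and the striatal neuron markers (median 0.010). Camera with a preset inter-gene correlation of 0.01 called 6 lists: astrocyte markers, oligodendrocyte precursor markers, circadian clock genes and ribosomal protein genes as higher, hypoxia response genes and oligodendrocyte markers as lower, with adjusted p from 0.00279 to 0.0327. None of the 6 calls held with an estimated correlation, where their adjusted p ranged from 0.487 to 0.814.

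**Figure D2:**
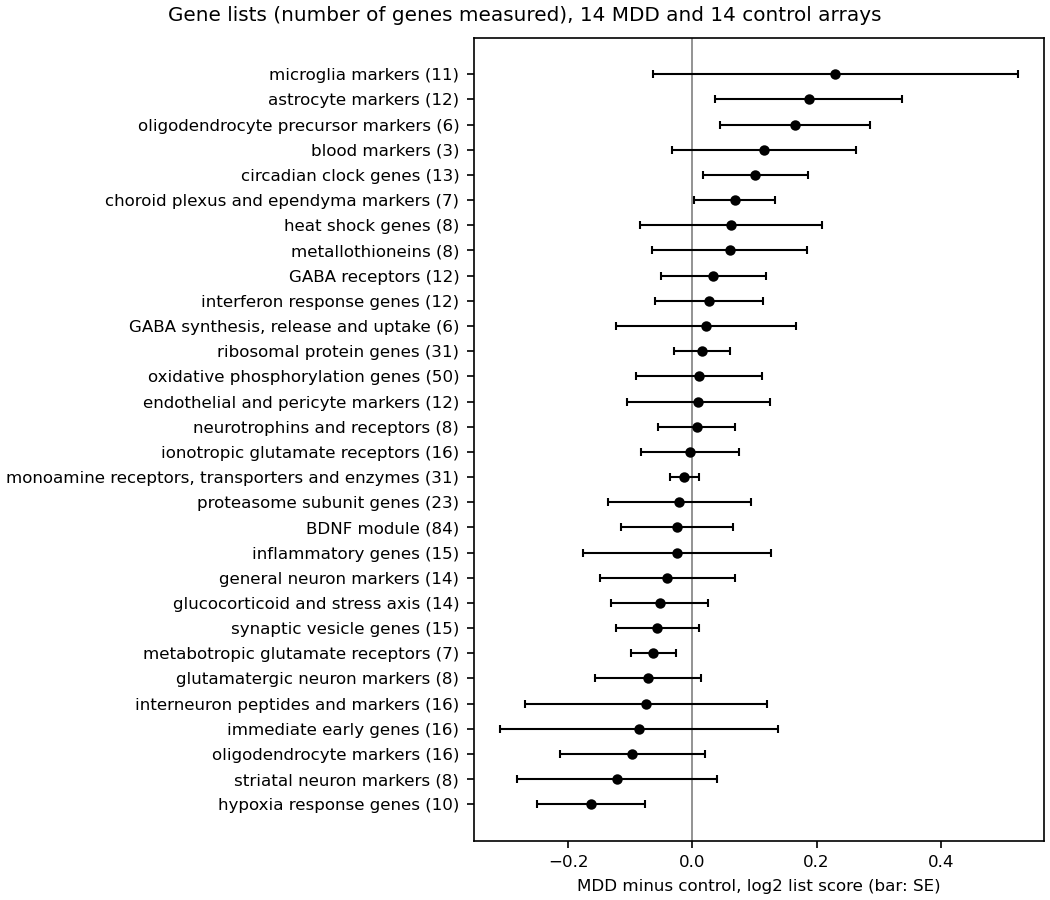
Difference in the log2 list score between 14 MDD and 14 control arrays (horizontal axis) for 30 gene lists, with the number of genes measured in parentheses; points are differences and bars are standard errors. The differences run from -0.16 for the hypoxia response genes to 0.23 for the microglia markers.

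The third comparison took up the BDNF module, the name used here for the group of 88 genes that the study drew from several cohorts as a coexpression module related to depression. The study based that relation on enrichment for genes from genetic association studies, not on a difference between MDD and control. The comparisons below therefore do not test it. Its 84 measured genes, which include BDNF, RELN, GRM7, EPHA5 and GABBR2, had a mean difference of -0.024 (SE 0.090, two-sided permutation p = 0.791) between MDD and control, and 41 members were higher, 42 lower and 1 did not vary. Of its 80 tested members, 3 had an unadjusted p under 0.05 in limma on the genes tested, each lower in MDD: CLSTN2, a postsynaptic calsyntenin (-0.46, SE 0.15), RFTN1, a lipid raft protein (-0.30, SE 0.13), and GRM7 (-0.19, SE 0.085). With no filter on the mean, PANK3, a pantothenate kinase named after its value was seen, also did, higher by 0.11 (p = 0.0324). Adjusted over the list alone 0 members passed, with a smallest adjusted p of 0.448, and 0 passed over all genes tested. The study chose this list in part on these samples, so it is not independent evidence of a direction. The mean difference was 0.011 without the arrays numbered 10, -0.091 without those numbered 4 and -0.066 without the 3 arrays of highest 3′ minus 5′ signal, the last chosen after the data were seen.

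Members of the BDNF module varied together over the 28 arrays. Their mean absolute Pearson r was 0.356, against a median of 0.312 over 10000 gene sets matched on mean and SD (one-sided p = 0.0237), and 78.1% of the 3403 pairs of the 83 members that varied were positive. The member that did not vary entered the mean with r = 0, as did its matches. The mean signed r was 0.253 against 0.106, above all matched sets (p = 0.0001, the smallest they can give). The members most tied to the others were CA10, a carbonic anhydrase-related protein, ST6GALNAC5, a sialyltransferase, and TMEM70, with mean absolute r of 0.535, 0.522 and 0.517; these 3 were chosen after their values were seen. In the 3 arrays of highest 3′ minus 5′ signal they differed from the other 25 by -0.88, -1.74 and -1.23, and over those 25 their mean absolute r was 0.345, 0.310 and 0.264. The study chose the module partly on these arrays, so the coexpression is not independent evidence. In the same 3 arrays the mean module score was -0.53, against an SD of 0.13 over the other 25, and the general neuron markers were at -0.67 against an SD of 0.16. Without those 3 arrays the mean absolute r was 0.254 against a matched median of 0.275 (p = 0.915), and without the control array numbered 4 it was 0.299 against 0.296 (p = 0.441). With the first principal component removed it was 0.233 against 0.213 (p = 0.0282). By Spearman correlation it was 0.302 against 0.288 (p = 0.238). It was 0.317 against 0.295 with the probe set of highest mean (p = 0.127) and 0.276 against 0.272 with quantile normalization (p = 0.392). Adjusted over 29 gene lists, the p over all 28 arrays was 0.124. The mean signed r was 0.129 against 0.0902 without the 3 arrays (p = 0.0683). With the neuron marker score removed the signed r was 0.0502 against 0.0531 (p = 0.569). With the 3′ minus 5′ signal removed the signed r was 0.201 against 0.0977 (p = 0.0002). The absolute r was then 0.287 against 0.267 (p = 0.12), and with the neuron marker score removed 0.204 against 0.237.

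**Figure D3:**
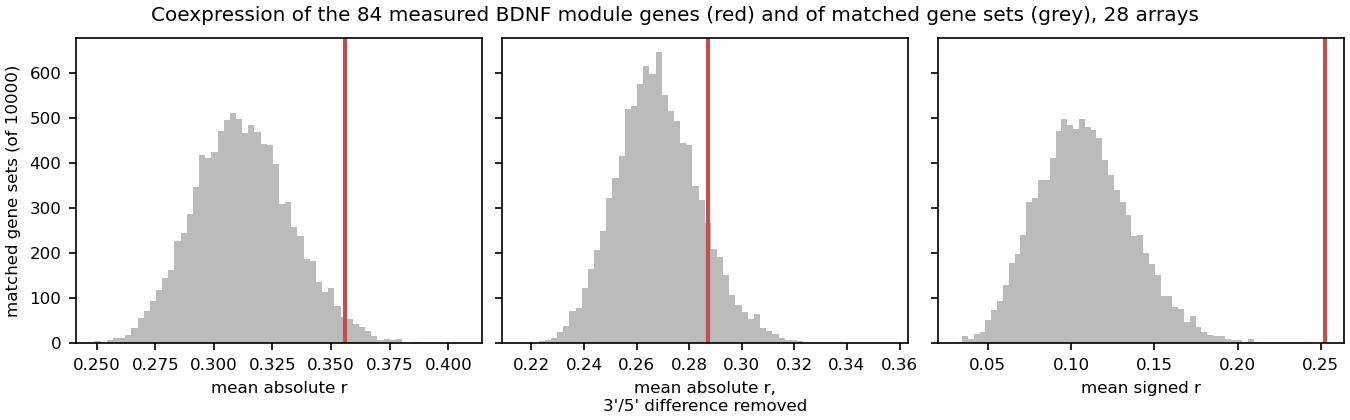
Mean r over pairs of the 84 measured BDNF module genes (red line) and of 10000 matched gene sets (grey histogram, vertical axis in sets), for absolute r, for absolute r with the 3′ minus 5′ signal removed and for signed r, over 28 arrays. The line lies at 0.356, 0.287 and 0.253 in the 3 panels.

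Coexpression of the module was set side by side in the groups, since the study built modules from cases and controls apart and combined. BDNF, RELN and the other members had a mean absolute r of 0.344 in the MDD arrays, against a median of 0.331 in matched sets (one-sided p = 0.232), and of 0.420 in the control arrays, against 0.364 (p = 0.0104); the matched sets of each group were added after the data were seen. The MDD minus control difference was -0.0757, and it did not pass a permutation of the group labels (p = 0.642). It was 0.0424 without the arrays numbered 4 and 0.0096 with the first principal component removed. In the control arrays the mean absolute r was 0.311 without number 4 and 0.303 without the 3 arrays of highest 3′ minus 5′ signal. In the MDD arrays it was 0.353 and 0.291.

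Clustering of the 28 arrays alone asked how much of the module falls in a cluster of these arrays, which are among those it was chosen on, so the p below is not evidence of recovery in other data. Of the 70 module genes among the 10000 clustered, 9 fell in 1 cluster of 139 genes: BDNF, VLDLR, a reelin receptor, PTGER4, a prostaglandin receptor, ADARB1, an RNA-editing enzyme, PAK5, ARHGAP32, ATF7IP2, DUSP14 and SLC35F3. All but BDNF were named after the values were seen. They come from the first random start, which did not have the lowest loss, the quantity that the clustering minimises. Its loss was 2398.02, against 2392.05 for start 5, where 10 module genes fell in a cluster of 251, and 2405.2 for start 9. Matched gene sets had a median of 5 in their best cluster and at most 12 (one-sided p = 0.006), and 23 module genes were left scattered. Over 10 random starts the largest overlap ranged from 6 to 10, with p from 0.0006 to 0.389 and under 0.05 in 8. With 50% of genes scattered it was 5 (p = 0.267), with 0% scattered 10 (p = 0.0061) and with 100 clusters 6 (p = 0.0346).

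The 3 arrays that stood apart in RNA quality also differed in mean score from the other 25 in several lists. Interneuron peptides and markers had a mean score of -1.14 in those arrays (SD of the other 25, 0.29), proteasome subunit genes -0.72 (SD 0.16), oxidative phosphorylation genes -0.64 (SD 0.14), endothelial and pericyte markers 0.54 (SD 0.24) and oligodendrocyte precursor markers 0.62 (SD 0.25). For proteasome subunit genes the highest of the 3 arrays was at -0.62 and the lowest of the other 25 at -0.19. For oxidative phosphorylation genes these values were -0.49 and -0.16. They were -0.54 and -0.38 for GABA synthesis, release and uptake, and -0.42 and -0.20 for ionotropic glutamate receptors. For circadian clock genes they were -0.31 and -0.21, for general neuron markers -0.55 and -0.20, and for the BDNF module -0.25 and -0.16. For the interneuron, endothelial and precursor lists the ranges of the 3 arrays and of the other 25 overlapped. Because the 3 arrays lie apart in the 3′ minus 5′ signal, relations with it were computed within the other 25. The 3′ minus 5′ signal had r = -0.575 and rho = -0.618 with the ionotropic glutamate receptors (permutation p = 0.00253 and 0.0011, adjusted p = 0.0734 and 0.0188) and r = -0.491 and rho = -0.623 with the astrocyte markers (permutation p = 0.0122 and 0.00121, adjusted p = 0.0891 and 0.0188). Without the 2 arrays farthest from the median, r was -0.491 and -0.434. The GABA receptors had r = -0.526 and rho = -0.495 (permutation p = 0.0071 and 0.013, adjusted p = 0.0734 and 0.0805), and the metabotropic glutamate receptors ran the other way, at r = 0.526 and rho = 0.541 (permutation p = 0.0068 and 0.00587, adjusted p = 0.0734 and 0.0607). Without the 2 farthest arrays, these were at r = -0.504 and 0.510. In MDD and control arrays apart, r was -0.729 and -0.243 for the ionotropic glutamate receptors and -0.692 and -0.196 for the GABA receptors. It was -0.451 and -0.598 for the astrocyte markers and 0.558 and 0.554 for the metabotropic glutamate receptors. Of 31 relations, 0 passed by r and 2 by rho after adjustment. The BDNF module had r = -0.0983 and rho = -0.118 (permutation p = 0.640 and 0.574, adjusted p = 0.763 and 0.631), and -0.223 without the 2 farthest arrays.

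**Figure D4:**
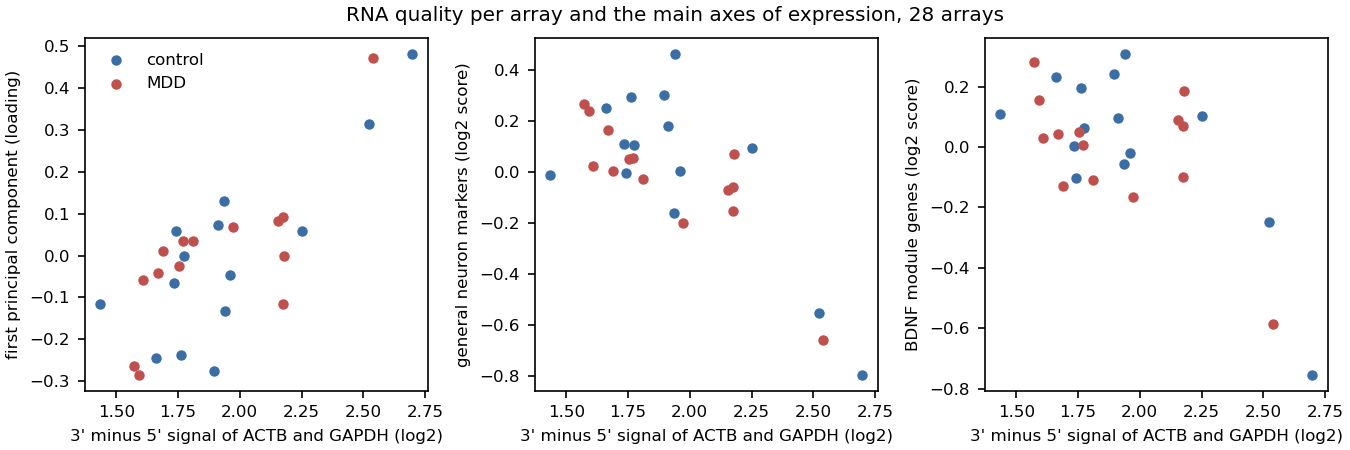
The first principal component, the general neuron marker score and the BDNF module score of each array (vertical axes) against its 3′ minus 5′ signal in log2 units (horizontal axes), with control arrays in blue and MDD arrays in red. The 3 arrays at 2.52 or more lie apart from the other 25, with neuron marker scores near their mean of -0.67.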

Values the study reported

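The study combined 11 transcriptome data sets and set its clustering to 50 modules with 25% of genes left scattered. It reported that module #35, called the BDNF module here, held 88 genes. When each data set was clustered alone, 4 of 550 modules shared more than 14 genes with module #35.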

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

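The tests without the 3 arrays of highest 3′ minus 5′ signal, without the control array numbered 4 alone, and with that signal or the neuron marker score removed from the coexpression were chosen after the results were seen; where no cause is given below, it was not tested. Under each of the 27 alternatives, limma called 0 genes at an adjusted p under 0.05. The number at an unadjusted p under 0.05 was 160 in the report. It was 426 over 37284 of the 54675 probe sets, where more were tested, and 406 with array weights. It was 348 with the first principal component as a covariate and 237 without the 3 arrays. With each sample number left out it was 117 to 275, the highest without number 10. The labels call the samples matched pairs, which a correlation of the values cannot void. Deviations of same-numbered samples correlated at a median of 0.171 (-0.262 to 0.555, over 0.1 in 10 of 14) against -0.015 for different numbers. Of the samples, 4 controls and 5 MDD samples correlated best with their own number. The main fit left the number out because not all same-numbered samples correlated, which does not show the subjects to be unpaired. With the number as a replicate block, 318 genes had an unadjusted p under 0.05 and 0 an adjusted one. The number of lists called was 0 except with camera at a preset correlation, 6. Between 48.7% and 52.6% of the probe sets of an array lie at an intensity of 10 or below, which limits what is seen of genes near that level.

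Of 725 list values under the alternatives, the BDNF module left aside, 53 had the other sign, and of 810 values of named genes 46. None of these passed its test in either. The BDNF module difference, counted apart, had the other sign in 2 alternatives. Camera's value is the mean z score of a list minus that of the other genes, which is not the same quantity as the score difference. It does not depend on the inter-gene correlation, yet it was counted under the preset and again under the estimated one. It was 0.190 for ionotropic glutamate receptors, -0.0322 for neurotrophins and receptors, 0.0817 for monoamine receptors, transporters and enzymes, and -0.0553 for endothelial and pericyte markers. With the median over members in each array as the score, ionotropic glutamate receptors were at 0.012, neurotrophins and receptors at -0.0054, and endothelial and pericyte markers at -0.028. With the probe set of highest mean, GABA synthesis, release and uptake was at -0.020, ionotropic glutamate receptors at 0.019, neurotrophins and receptors at -0.0014, endothelial and pericyte markers at -0.033, GABRA2 at -0.053, GABBR2 at -0.060, NR3C1 at -0.044, GFAP at 0.067 and FAM135A at 0.029. Centring arrays on the median added 0.021 to every list and gene, which put ionotropic glutamate receptors at 0.017 and monoamine receptors, transporters and enzymes at 0.0078. With quantile normalization, GABBR2 was at -0.0034, SLITRK5 at -0.0020 and NR3C1 at -0.0016. With the 3′ minus 5′ signal removed, GABA synthesis, release and uptake was at -0.011, neurotrophins and receptors at -0.0017 and oxidative phosphorylation genes at -0.016. Without the 3 arrays, GABA receptors were at -0.034, neurotrophins and receptors at -0.028, immediate early genes at 0.0098, inflammatory genes at 0.051, oxidative phosphorylation genes at -0.039 and ribosomal protein genes at -0.014; the oligodendrocyte precursor markers were at 0.24 (p = 0.00998, adjusted p = 0.299), and the BDNF module was at -0.066. Over all 28 arrays with the probe set of highest mean, the precursor markers were at 0.070 (p = 0.555) and the astrocyte markers at 0.10. Leaving aside camera and the numbers left out, 37 of 270 list values, with the BDNF module included, and 10 of 180 gene values kept their sign and moved by more than 2 times.

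With each sample number left out, the difference ranged from -0.091 to 0.011 for the BDNF module, -0.017 to 0.10 for GABA synthesis, release and uptake, -0.0070 to 0.067 for GABA receptors, -0.14 to 0.054 for interneuron peptides and markers, -0.035 to 0.045 for ionotropic glutamate receptors, -0.021 to 0.051 for neurotrophins and receptors, -0.035 to 0.072 for endothelial and pericyte markers, -0.10 to 0.0065 for general neuron markers, -0.067 to 0.089 for inflammatory genes, -0.077 to 0.10 for heat shock genes, -0.039 to 0.059 for oxidative phosphorylation genes, -0.0060 to 0.028 for ribosomal protein genes and -0.077 to 0.034 for proteasome subunit genes. Besides these 13, 10 of the 30 lists kept their sign but moved by more than 2 times: immediate early genes from -0.22 (without number 12, p = 0.0711) to -0.031, microglia markers 0.099 to 0.38, astrocyte markers 0.087 to 0.29, blood markers 0.0035 to 0.18, choroid plexus and ependyma markers 0.015 to 0.090, glucocorticoid and stress axis -0.096 to -0.014, interferon response genes 0.0016 to 0.074, metallothioneins 0.0059 to 0.13, synaptic vesicle genes -0.10 to -0.026, and monoamine receptors, transporters and enzymes -0.022 to -0.00017. For named genes it ranged from -0.083 to 0.073 for GABRA4, -0.068 to 0.071 for GABBR2, -0.19 to 0.0054 for EPHA3, -0.083 to 0.066 for EPHA5, -0.086 to 0.064 for SLITRK5, -0.068 to 0.17 for GRP, -0.032 to 0.071 for EGR3, -0.20 to 0.25 for SST, -0.037 to 0.065 for CORT, -0.12 to 0.28 for FKBP5, -0.079 to 0.044 for NR3C1, -0.0068 to 0.32 for NTRK2 and -0.18 to 0.048 for GFAP. Besides these 13, 7 of the 45 named genes moved by more than 2 times: BDNF from -0.24 to -0.085, CALB1 0.011 to 0.69, CRH -0.27 to -0.032, NPY -0.38 to -0.036, SLC1A2 0.17 to 0.67, SLITRK3 -0.10 to -0.0011 and TAC1 -0.37 to -0.12.

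The coexpression of the BDNF module over the arrays, a mean absolute r of 0.356 (p = 0.0237), was not past the threshold in several settings. It was 0.302 against a matched median of 0.288 by Spearman correlation (p = 0.238), 0.317 against 0.295 with the probe set of highest mean (p = 0.127), 0.276 against 0.272 with quantile normalization (p = 0.392), 0.287 against 0.267 with the 3′ minus 5′ signal removed (p = 0.12) and 0.299 against 0.296 without the control array numbered 4 (p = 0.441). It lay below the matched median with the neuron marker score removed, 0.204 against 0.237 (p = 1), with both removed, 0.208 against 0.238 (p = 0.998), and without the 3 arrays, 0.254 against 0.275 (p = 0.915). With the first principal component removed it stayed past the threshold, at 0.233 against 0.213 (p = 0.0282). With each number left out it ranged from 0.304 to 0.373, with p from 0.0049 to 0.409, the highest without number 4. The mean signed r was 0.0502 with the neuron marker score removed (p = 0.569) and 0.129 without the 3 arrays (p = 0.0683), and stayed past the threshold in the other signed settings. The MDD minus control difference in coexpression was 0.0096 with the first principal component removed, and -0.143 to 0.0424 with each number left out. The largest overlap of a cluster with the BDNF module was 5 with 50% scattered, 7 from random start 6 and 6 from random start 7.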

Other observations

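The tests of the number of splits, of the splits most even in the first principal component, of the signed correlation with a variable or arrays removed or with quantile normalization, of the coexpression of the other lists, of single arrays with extreme scores, and with the 3′ minus 5′ signal or the neuron marker score removed were chosen after the results they bear on were seen. Among 29 gene lists with enough members, 4 were more coexpressed over the 28 arrays than matched gene sets: proteasome subunit genes (mean absolute r 0.734 against a median of 0.402), oxidative phosphorylation genes (0.664 against 0.385), microglia markers (0.645 against 0.281) and ribosomal protein genes (0.470 against 0.312), each at an adjusted p of 0.000725. The BDNF module was among the 29 and did not pass this adjustment (adjusted p = 0.124). With the 3′ minus 5′ signal removed 9 lists passed, and with the first principal component removed 14 did.

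Some lists varied widely between arrays of a group. Microglia marker scores ran from -1.70 to 1.06 in controls and from -1.04 to 1.41 in MDD. In 1 MDD array the immediate early genes scored 2.40, with the next array at 0.79, and in the same array the heat shock genes scored 1.65, with the next at 0.34. In 1 control array the inflammatory genes scored 1.52, with the next at 0.72.

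The number of genes at an unadjusted p under 0.05 between MDD and control was 160, and 94 of 100 splits of the arrays, the real one included, gave as many, with 3752 in the highest other split, while 6 of the other 99 gave as few, so chance is excluded neither for a high nor for a low number. For the 0 genes past the adjusted threshold, 100 of 100 splits gave as many because none can give fewer, with 5 in the highest other split, so this count says nothing on chance. Splits with many genes point to a structure of the samples: over the other 99, the number of genes followed the gap between groups in the first principal component (rho 0.582), and the real gap, 0.0028 SD, was below their median of 0.260. An even split does not by itself give few genes, since 6 other splits with a gap under 0.01 SD gave 117 to 502 (median 405.5, against 397 over the other 99) and 1 of them as few as 160, so the low number stays unexplained. For RNA quality the same relation had a rho of 0.290, which leaves it open. The count of 160 and the splits took no account of the sample number. With the number as a block the real count was 318, but the splits were not fitted that way, which leaves pairing open too. Matching of the subjects on biological traits was not tested.

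The coexpression of the BDNF module over the arrays could reflect RNA quality, the share of neurons in the tissue or the scaling of arrays, as the share of matched gene sets as high went from 0.0237 to 0.12 with the 3′ minus 5′ signal removed, to 1 with the neuron marker score removed and to 0.392 with quantile normalization. The excess over the matched median went from 0.0441 to 0.0198 with the signal removed and to 0.0197 with the first principal component removed, where the share was 0.0282 (adjusted over the 29 lists, 0.0545), so the shares on either side of 0.05 do not tell these apart. For the mean signed r, scaling and the first principal component are argued against as the whole cause, since the share stayed at 0.0001 with quantile normalization and with that component removed (0.111 against a matched median of 0.0097), while RNA quality stays open (0.0002 with the signal removed, 0.0683 without the 3 arrays), as does the share of neurons (0.569 once their markers were removed). Members of the BDNF module are in part neuronal genes, so a regulated neuronal program and a varying neuron content were not separated.

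The choice of probe set may bring RNA quality into the values. Of 3702 genes with different probe sets under the rules of largest interquartile range and of highest mean, and within the genes tested under both, 57.5% had the closer relation to the 3′ minus 5′ signal in the former, against a median of 49.5% when the signal was reordered (permutation p = 0.041). The highest of the reorderings was 61.7%. No biological explanation was tested.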
